A study of Mus musculus with 3 samples. Its data were reported in "Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration" (2025).

How the data were processed

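Omni-ATAC-seq libraries from sorted HFSCs of 1 Msx2-WT and 2 Msx2-KO samples of 6-month-old mice were examined from the peak lists of the authors, 1 list per library. Per the study's methods, the authors trimmed reads with Trimmomatic, aligned them to GRCm38 with BWA-MEM, left out mitochondrial reads and called peaks with MACS2, without a shifting model and with duplicate reads kept. Peaks were called per library and replicates were not pooled. Duplicates kept in the tag numbers are not independent molecules. The MACS2 version and the genome size it used are not stated.

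Each line of a list gives 1 summit. The authors deposited a fold enrichment per summit, which is the tag number plus 1 over the local background of the same library plus 1. They also deposited −log10 p and −log10 q values from the Poisson test of MACS2. The deposited score column equals the whole part of 10 times −log10 p and was not used. The fold, −log10 p and −log10 q belong to the peak in its own library. They were used to describe, rank and filter peaks within each list, to compare the order of shared regions between lists by rank, and to solve for the tag numbers, which were compared between libraries over the background of each. The deposited lists stop at a p-value of 0.01 rather than at the q-value of 0.01 that the methods name: the lowest −log10 q was 0.0358 in Msx2-WT, and 32.2% of its 104386 summits passed a q-value of 0.01, compared with 53.3% of 36508 in Msx2-KO replicate 1 and 49.3% of 83322 in Msx2-KO replicate 2. The main setting therefore kept summits with a −log10 q above 2.0. Mitochondrial summits were left out, and chromosomes 1 to 19, X and Y were kept. The peak names inside both Msx2-KO lists carry the letters cKO, while the labels and the methods of the study name a knockout, and those of Msx2-KO replicate 1 carry another library number than its label. Whether these lists come from another line of mice is open, and the labels were followed.

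The tag number and the local background at each summit were solved from the deposited fold and −log10 p, since the tag number must be whole. A whole number was found for 99.9% of summits in Msx2-WT, 99.9% in Msx2-KO replicate 1 and 99.97% in Msx2-KO replicate 2. The commonest background of a library was taken as its depth. It includes any mitochondrial tags present when the authors called peaks. On simulated peaks of 3 depths the recovery gave the exact tag number for at least 99.97% of peaks, and the region matching returned all 8000 planted regions to their class.

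Peaks that shared at least 1 base were merged into regions. Chance overlap came from 100 random placements of the peaks on their own chromosomes. Promoters were taken as summits within 1500 bases of a start site of a protein-coding transcript in the basic GENCODE M21 annotation of GRCm38, with 21938 genes. The window follows the study's methods, which name another annotation release for their RNA-seq data. Shares were given with 95% Wilson intervals and tag numbers with 95% Poisson intervals. Each gene list was set beside 10000 random lists of the same size. G+C content was taken within 250 bases of the summit from the GRCm38 reference.

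Samples were grouped by the labels. No p-value between genotypes was computed because there was 1 Msx2-WT library. The targeted gene Msx2 and Tgfbr1 were named first, then genes of 5 lists fixed before the data were examined (adhesion, epidermal, stem cell, TGF-beta and Wnt) whose promoter state differed between Msx2-WT and both Msx2-KO libraries, then the 5 autosomal promoters in each direction with the largest −log10 q. Each comparison between genotypes was set beside the same value between the 2 Msx2-KO libraries. Alternatives were a −log10 q of at least 5, lists of equal length, all sequences, autosomes alone, 50% reciprocal overlap, summits within 100 bases, promoter windows of 500 and 3000 bases, peaks placed by any overlap of their interval, ranks by −log10 p, and leaving out each Msx2-KO library. Keeping every deposited peak and thinning each library to the shallowest depth, taken as the background, were added after the data were seen. Thinning does not even out differences in tag density over the background. Thinning drew tags at each deposited summit at random in proportion to depth and kept summits past the p-value at which Msx2-KO replicate 1 met the q-value limit. Summits without a recovered tag number dropped out of the thinned lists. For lists of equal length, the summits with the largest −log10 p were kept. RNA-seq from the study was not used here. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.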

Results

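Chromatin accessibility was measured by Omni-ATAC-seq, in which the Tn5 transposase cuts open DNA and adds sequencing adapters to it, in sorted hair follicle stem cells (HFSCs) of mice aged 6 months. All animals were in telogen, the resting phase of the hair cycle. The series held 3 libraries, with 1 from wild-type mice (Msx2-WT) and 2 from mice without a working copy of Msx2 (Msx2-KO replicates 1 and 2), a homeobox gene that encodes a transcription factor. The peak names inside both Msx2-KO lists carry the letters cKO, whereas the labels give a knockout, and the labels were followed. The comparison asks how loss of Msx2 changes the open chromatin of these cells. The labels placed the Msx2-WT library in one batch and both Msx2-KO libraries in another, so genotype and batch cannot be told apart, and no batch held both genotypes to give a value within it. With 1 Msx2-WT library no test between genotypes was run, since the only spread between replicates came from the 2 Msx2-KO libraries.

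The lists give no read totals, and depth was read from the tag numbers recovered at the peak summits. The background of the Msx2-WT library was 1.74 tags per counting window, that of Msx2-KO replicate 1 was 0.476 and that of Msx2-KO replicate 2 was 0.790. The Msx2-WT library was thus 3.65 times as deep as Msx2-KO replicate 1 and 2.20 times as deep as Msx2-KO replicate 2. The lowest tag number at a summit past a q-value of 0.01 was 9 in Msx2-WT, 5 in Msx2-KO replicate 1 and 6 in Msx2-KO replicate 2. At 13070 regions with a peak in all 3 libraries the median tag number over the background of the library was 13.2 in Msx2-WT, 23.1 in Msx2-KO replicate 1 and 30.4 in Msx2-KO replicate 2. The deepest library therefore had the lowest tag density over its background, and the difference between the Msx2-KO replicates was smaller than the difference of either from Msx2-WT. Intervals given for shares and tag numbers cover counting error only.

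The targeted gene was examined first. Msx2 (ENSMUSG00000021469.9) lies on the minus strand of chromosome 13 from 53466884 to 53473074 in GRCm38. A promoter peak was present in all 3 libraries. The Msx2-WT peak spanned 53472701 to 53473286 with 15 tags at its summit (95% Poisson interval 8.40 to 24.7). The Msx2-KO replicate 1 peak spanned 53472804 to 53473177 with 9 tags (4.12 to 17.1), and the Msx2-KO replicate 2 peak spanned 53472523 to 53473181 with 16 tags (9.15 to 26.0). The presence of this peak therefore gave no check of the labels. Over the background of the library the tags were 8.63 in Msx2-WT, 18.9 in Msx2-KO replicate 1 and 20.2 in Msx2-KO replicate 2, lower in Msx2-WT as was the median over shared regions.

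At a q-value under 0.01, 29817 peaks were present in Msx2-WT, 18518 in Msx2-KO replicate 1 and 37012 in Msx2-KO replicate 2. The Msx2-WT value lay between those of the 2 Msx2-KO libraries. This order depended on the setting. With every deposited peak kept, the Msx2-WT list was the longest at 99112 peaks, and thinned to the shallowest depth it was the shortest at 13082, compared with 18512 and 26150 in Msx2-KO replicates 1 and 2. Peaks covered 17.7 Mb in Msx2-WT, 15.2 Mb in Msx2-KO replicate 1 and 33.6 Mb in Msx2-KO replicate 2, with median widths of 548, 769 and 848 bases, respectively.

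Summits within 1500 bases of a transcription start site of a protein-coding gene made up 34.1% of summits in Msx2-WT (95% Wilson interval 33.6 to 34.6), 40.9% in Msx2-KO replicate 1 (40.3 to 41.6) and 31.3% in Msx2-KO replicate 2 (30.9 to 31.8). The share in Msx2-WT fell between the replicates. With all deposited peaks kept the share in Msx2-WT was the lowest, at 14.9%, compared with 27.2% and 18.5% in Msx2-KO replicates 1 and 2. Thinned to the shallowest depth it was the highest, at 45.8%, compared with 41.0% and 36.9%. Intergenic summits made up 35.0% in Msx2-WT, 32.9% in Msx2-KO replicate 1 and 37.0% in Msx2-KO replicate 2, and intronic summits 28.9%, 24.6% and 29.7%. A promoter peak was found for 10300 of 21938 protein-coding genes in Msx2-WT, 8290 in Msx2-KO replicate 1 and 11734 in Msx2-KO replicate 2.

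The share of peaks on chromosome X differed between Msx2-WT and either Msx2-KO library by more than the Msx2-KO replicates differed from each other. Chromosome X held 1.58% of peaks in Msx2-WT (95% Wilson interval 1.44 to 1.73), 2.70% in Msx2-KO replicate 1 (2.48 to 2.94) and 2.53% in Msx2-KO replicate 2 (2.38 to 2.70). Such a gap was not particular to X. In the same order, chromosome 11 held 7.10%, 5.17% and 5.77%, and chromosome 3 held 5.07%, 5.85% and 5.89%. Chromosome 4, with 6.48%, 5.80% and 6.27%, had no such gap. Chromosome Y held 23 peaks in Msx2-WT, 7 in Msx2-KO replicate 1 and 5 in Msx2-KO replicate 2, from lists of different length. As a share of peaks this was 0.0771% (95% Wilson interval 0.0514 to 0.116), 0.0378% (0.0183 to 0.0780) and 0.0135% (0.00577 to 0.0316), and the intervals of Msx2-WT and Msx2-KO replicate 1 overlapped. The labels do not give the sex of the mice.

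**Figure D1:**
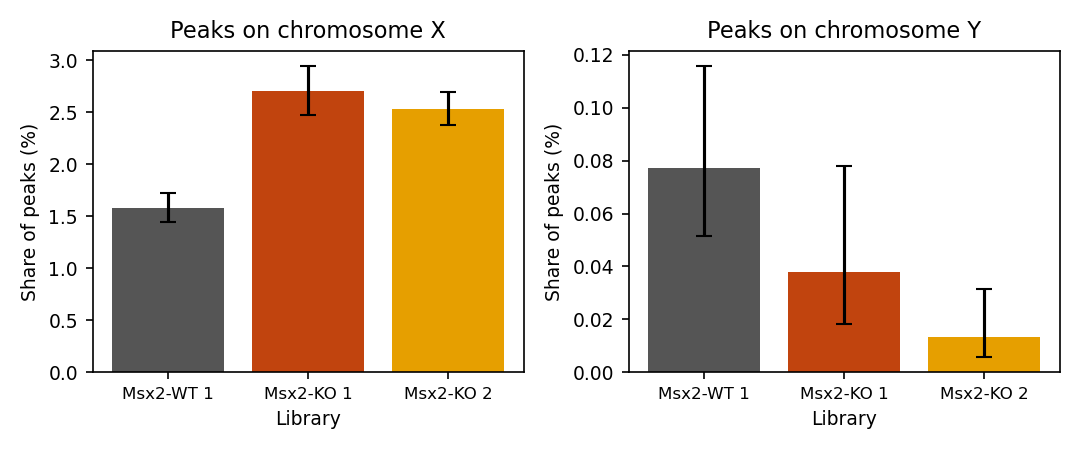
Share of peaks (percent, q under 0.01) on chromosome X (left) and chromosome Y (right) in each library, with bars for the share and error bars for its 95% Wilson interval. The Msx2-WT library has the lowest X share, at 1.58%, and 23 Y peaks against 7 and 5.

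How far the peak lists overlap shows whether the libraries of one genotype resemble each other more than they resemble the other genotype. Of the Msx2-KO replicate 1 peaks, 90.8% shared at least 1 base with a Msx2-KO replicate 2 peak (95% Wilson interval 90.4 to 91.2) and 72.6% with a Msx2-WT peak (71.9 to 73.2). Random placement on the same chromosomes gave 2.49% and 1.67% on average over 100 placements. Of the Msx2-KO replicate 2 peaks, 45.4% overlapped Msx2-KO replicate 1 and 54.0% overlapped Msx2-WT, so the order was the opposite when the longer list was the starting point. Of the Msx2-WT peaks, 46.1% overlapped Msx2-KO replicate 1 and 68.9% overlapped Msx2-KO replicate 2. The Jaccard index over bases has no starting list, but unequal covered lengths limit how high it can reach. Msx2-KO replicate 2 covered 33.6 Mb, compared with 17.7 Mb in Msx2-WT and 15.2 Mb in Msx2-KO replicate 1, so pairs with replicate 2 were limited most. The index was 34.8% between the Msx2-KO replicates, 32.6% between Msx2-WT and Msx2-KO replicate 1 and 31.1% between Msx2-WT and Msx2-KO replicate 2. Its order between pairs at unequal lengths is therefore not a like comparison. With lists of equal length the Jaccard index was 44.9% between the Msx2-KO replicates and 33.5% and 34.8% between Msx2-WT and either replicate. With a −log10 q of at least 5 the Msx2-KO replicates had the lowest index of the 3 pairs, at 31.8%, compared with 31.97% and 33.2%.

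Ranks of the authors' fold enrichment over regions present in all 3 libraries gave a Spearman's rho of 0.59 between the Msx2-KO replicates, 0.49 between Msx2-WT and Msx2-KO replicate 1 and 0.56 between Msx2-WT and Msx2-KO replicate 2. These values are across regions, which are not independent replicates, and carry no p-value. With ranks by −log10 p the values were 0.71, 0.51 and 0.59 in the same order. With lists of equal length they were 0.53, 0.45 and 0.53, so the Msx2-KO replicates were then no closer to each other than Msx2-WT was to Msx2-KO replicate 2.

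Merging the peaks gave 47562 regions, of which 13111 were in all 3 libraries. A total of 3644 regions were in both Msx2-KO libraries and not in Msx2-WT. The same count with a Msx2-KO library as the odd one out was 6868 regions in Msx2-WT and Msx2-KO replicate 2 but not in Msx2-KO replicate 1, and 337 in Msx2-WT and Msx2-KO replicate 1 but not in Msx2-KO replicate 2. In this setting the genotype split was not the largest of the 3. Nor was it with a −log10 q of at least 5, at 1562 regions against 5294 in Msx2-WT and Msx2-KO replicate 2 alone. With 50% reciprocal overlap these counts were 4362 and 4664, and with every deposited peak 4633 and 12698. With lists of equal length the genotype split was the largest, with 3531, 1764 and 1144 regions in the order of the main setting. Thinned to the shallowest background the counts were 7276, 1702 and 436, but thinning evens out only the background, and the lower tag density of Msx2-WT over it remains and removes Msx2-WT peaks. In the other direction, 8905 regions were in Msx2-WT alone, compared with 1357 in Msx2-KO replicate 1 alone and 13340 in Msx2-KO replicate 2 alone. Msx2-KO replicate 1 limited the first count, and without that replicate it was 17031. Without Msx2-KO replicate 2, 16079 regions were in Msx2-WT and not in the remaining Msx2-KO library. Promoters made up 52.2% of regions in all 3 libraries, 14.4% of regions in both Msx2-KO libraries alone (95% Wilson interval 13.3 to 15.6) and 7.09% of those in Msx2-WT alone (6.57 to 7.64).

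**Figure D2:**
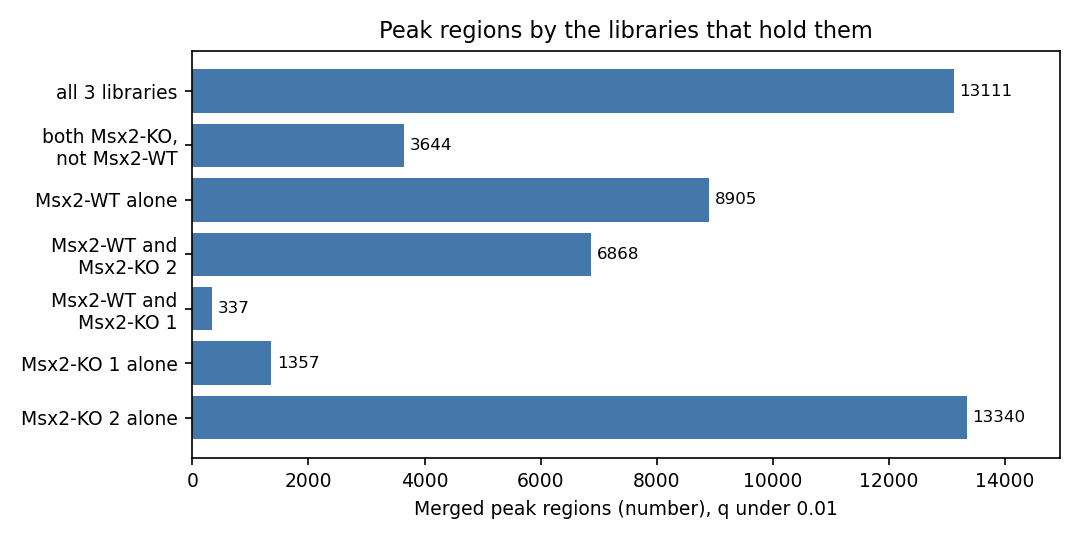
Number of merged peak regions (horizontal axis) by the libraries that hold them (vertical axis), at a q-value under 0.01. The 3644 regions in both Msx2-KO libraries alone are fewer than the 6868 shared by Msx2-WT and Msx2-KO replicate 2 alone. This order turns over with lists of equal length (3531 and 1764) but not at a −log10 q of at least 5 (1562 and 5294).

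Of the protein-coding genes, 506 had a promoter peak in both Msx2-KO libraries and not in Msx2-WT, and 462 had one in Msx2-WT alone. With a Msx2-KO library as the odd one out, 2107 promoters were open in Msx2-WT and Msx2-KO replicate 2 and 30 in Msx2-WT and Msx2-KO replicate 1. A promoter peak was found in Msx2-KO replicate 1 alone for 53 genes and in Msx2-KO replicate 2 alone for 1420. Thinning all libraries to the depth of Msx2-KO replicate 1 moved the first count most among the settings that kept all 3 libraries, to 2386, compared with 723 and 115 with Msx2-KO replicate 1 or 2 as the odd one out. With lists of equal length these counts were 846, 874 and 300. Without Msx2-KO replicate 1 the first count was 1926, and without Msx2-KO replicate 2 the count of promoters in Msx2-WT alone was 2569. With a −log10 q of at least 5 the balance turned over, with 343 promoters in both Msx2-KO libraries alone and 638 in Msx2-WT alone. With every deposited peak these were 403 and 1175. With equal length (846 and 692) and thinning (2386 and 322) Msx2-WT alone had fewer.

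Among autosomal promoters in both Msx2-KO libraries and not in Msx2-WT, the 5 with the largest −log10 q in the weaker Msx2-KO library belonged to 2210418O10Rik, Ssbp1, Zfp28, Cabcoco1 and Gm14308. The 2210418O10Rik peak in Msx2-KO replicate 2 (chromosome 2, 176226253 to 176226832) had 27 tags, that in Msx2-KO replicate 1 had 17, and Msx2-WT had 7 tags there, below the threshold. The Ssbp1 peak (chromosome 6, 40471047 to 40472023 in Msx2-KO replicate 2) had 15 and 29 tags in Msx2-KO replicates 1 and 2, and Msx2-WT had 8 tags below the threshold. The Zfp28 peak (chromosome 7, 6382781 to 6384017) had 17 and 26 tags against 7 below the threshold. The Cabcoco1 peak (chromosome 10, 68540290 to 68541553), inside the gene, had 14 and 29 tags against 6 below the threshold. The Gm14308 peak (chromosome 2, 176635845 to 176636896) had 16 and 23 tags, and no Msx2-WT peak was listed there. At 4 of these 5 promoters Msx2-WT therefore had a listed peak that missed the threshold. 2210418O10Rik and Gm14308 lie among neighbouring related genes, where reads can be shared between copies, which was not tested.

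Among promoters with a peak in Msx2-WT alone, the 5 with the largest −log10 q belonged to Gm10801, Tmc8, Serpina3g, Lrrc46 and Mrpl10. The Gm10801 peak (chromosome 2, 98662245 to 98662780) had a −log10 q of 535 with a fold enrichment of only 2.96, so its local background was very high, and its tag number was not recovered. The Tmc8 peak (chromosome 11, 117780073 to 117781095) had 51 tags and its summit lay at -1487 bases relative to the start site. The Serpina3g peak (chromosome 12, 104235361 to 104236254) had 35 tags, and Msx2-KO replicate 2 had 5 tags there below the threshold. Lrrc46 and Mrpl10 start on opposite strands and share 1 peak (chromosome 11, 97041396 to 97041774) with 29 tags.

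Tgfbr1 (ENSMUSG00000007613.15), the receptor gene singled out by the study, lies on the plus strand of chromosome 4 from 47353222 to 47414931. Its promoter had a peak in every library. The summit held 22 tags in Msx2-WT (95% Poisson interval 13.8 to 33.3), 48 in Msx2-KO replicate 1 (35.4 to 63.6) and 56 in Msx2-KO replicate 2 (42.3 to 72.7), which was 12.7, 100.85 and 70.9 times the background of the respective library. The deposited fold over the local background differed less, at 5.66, 10.6 and 9.59 in the same order. A further peak in intron 8 of Tgfbr1-201, with summits at 47407380, 47407372 and 47407358, was also present in all 3 libraries, with 28, 19 and 26 tags. Over the background of the library these were 16.1, 39.9 and 32.9, lowest in Msx2-WT. A peak in intron 1 was present in both Msx2-KO libraries and not in Msx2-WT. It spanned 47361368 to 47361749 with 5 tags in Msx2-KO replicate 1 (1.62 to 11.7) and 47361028 to 47361735 with 10 tags in Msx2-KO replicate 2 (4.80 to 18.4). No Msx2-WT peak was listed there at the p-value limit of the deposited list, where the lowest tag number listed was 5. In Msx2-KO replicate 1 the intron 1 peak had a −log10 q of 2.23, just past the limit of 2.0, and it was lost there when a −log10 q of at least 5 was required. In Msx2-KO replicate 2 it was lost when the lists were held to equal length. The bases shared by both intron 1 peaks (47361368 to 47361735) were 41.8% G+C, and the 61 reference bases around the Msx2-KO replicate 2 summit (47361464 to 47361524) read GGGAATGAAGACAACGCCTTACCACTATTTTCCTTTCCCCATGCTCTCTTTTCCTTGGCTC.

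**Figure D3:**
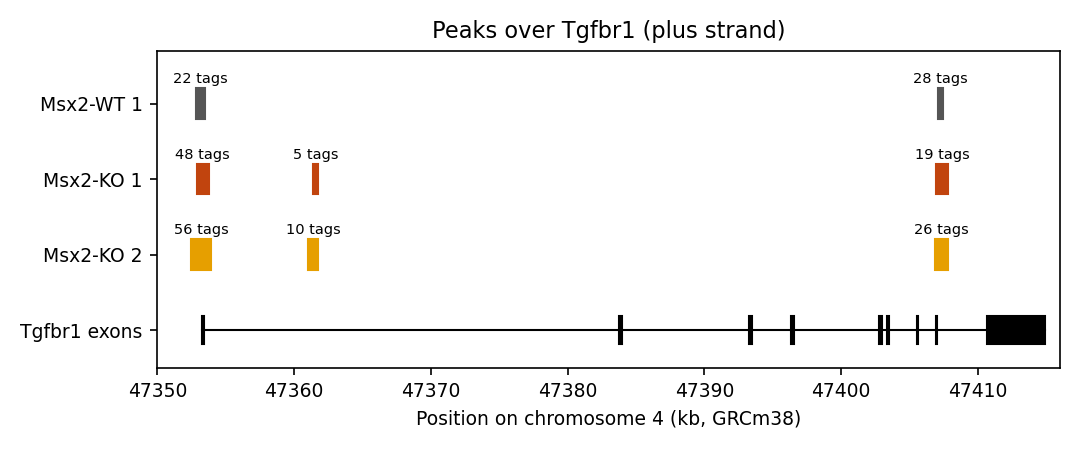
Peaks past a q-value of 0.01 (coloured boxes, to scale, with the tag number at the summit) over Tgfbr1 in each library, above the exons of Tgfbr1-201 (black boxes), along chromosome 4 (kb, GRCm38). The intron 1 peak appears in Msx2-KO replicates 1 and 2 with 5 and 10 tags and not in Msx2-WT.

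Promoters of 5 gene lists, fixed from the study's subjects, were compared with random lists of protein-coding genes. Of 10 TGF-beta pathway genes, 8 had a promoter peak in Msx2-WT, 6 in Msx2-KO replicate 1 and 10 in Msx2-KO replicate 2, at percentiles of 97.9, 91.4 and 99.9 among 10000 random lists. Of 12 Wnt pathway genes the numbers were 9, 8 and 12, at percentiles of 97.1, 97.5 and 99.98. Of 8 stem cell genes they were 6, 4 and 7, at percentiles of 93.0, 74.8 and 96.7. Of 7 adhesion genes they were 4, 4 and 5, at percentiles of 69.5, 84.2 and 81.1. Of 5 epidermal genes they were 2, 1 and 1, at percentiles of 38.7, 22.9 and 8.22. In no list did the 95% Wilson interval of Msx2-WT part from that of either Msx2-KO library, so at these list sizes no difference was detectable. When all libraries were thinned to the shallowest depth the TGF-beta share in Msx2-WT moved to 30.0%.

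From these lists, 2 genes had a promoter state that differed between Msx2-WT and both Msx2-KO libraries. Col6a2 (chromosome 10, minus strand, 76595762 to 76623630) had a promoter peak with 7 tags in Msx2-KO replicate 1 and 8 in Msx2-KO replicate 2, and none was listed in Msx2-WT. The −log10 q was 4.12 and 4.26, so both peaks were lost when a −log10 q of at least 5 was required. Krt10 (chromosome 11, minus strand, 99385254 to 99389364) had a promoter peak with 10 tags and a −log10 q of 2.23 in Msx2-WT. Its summit at 99386125 lay inside the gene, beside an internal start site and not at the outer start at 99389364. Msx2-KO replicate 2 had 5 tags below the threshold and Msx2-KO replicate 1 had no listed peak. The Krt10 peak was likewise lost at the stricter limit. The study reported lower Col6a2 RNA and higher Krt10 RNA in the knockout, the opposite direction to both of these peak states.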

Values the study reported

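The study reported 17 promoter-associated differentially accessible regions at active genes that were also differentially expressed, and one of them was a Tgfbr1 peak that was stronger in the knockout.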

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

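Both tests of this signal were chosen only after it was seen, and so was the measure used for it. The first measure was the number of summits past a q-value of 0.01, in which Msx2-KO replicate 2 lay below Msx2-WT, and it was replaced by tags over the background after its values were seen.

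Mitochondrial DNA lies outside the main measurement, and the methods of the study name mitochondrial reads as left out, yet each list held mitochondrial summits. They were singled out because the signal was higher in the Msx2-KO libraries than in the Msx2-WT control. The median tag number at these summits over the background of the library was 18785 in Msx2-KO replicate 1 (14 summits) and 6520 in Msx2-KO replicate 2 (4 summits), compared with 828 in Msx2-WT (10 summits). Chance peaks at the p-value limit are argued against, since 20 of these summits passed a q-value of 0.01, with 7 in Msx2-WT, 11 in Msx2-KO replicate 1 and 2 in Msx2-KO replicate 2. A summit on the mitochondrial sequence needs reads placed there when the peaks were called, so the lowest median, 828, restates the signal and tests no explanation of it. If such tags were counted in the background of each library, a depth read from it is too high by an amount that was not measured. Whether the difference between genotypes reflects the cells, the lysis step or the batch was not tested, and batch and genotype cannot be told apart.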

How the results depend on the processing

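The alternatives of keeping every deposited peak and of thinning to the shallowest depth were chosen only after the results were seen, and the others were fixed beforehand. Counts were taken as unchanged within 1.5 times, shares and Spearman's rho within their 95% interval, and Jaccard indices within 1 percentage point, a limit chosen here. No paired analysis was possible because there was 1 Msx2-WT library. Unless said otherwise, values are given in the order Msx2-WT, Msx2-KO replicate 1 and Msx2-KO replicate 2. Overlaps are given in the order replicate 1 in replicate 2, replicate 1 in Msx2-WT, replicate 2 in replicate 1, replicate 2 in Msx2-WT, Msx2-WT in replicate 1 and Msx2-WT in replicate 2. Jaccard indices and rank correlations are given in the order of the 2 replicates, Msx2-WT with replicate 1 and Msx2-WT with replicate 2. Where no cause is given, the cause was not tested.

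With a −log10 q of at least 5, the lists held 17462, 8999 and 21398 peaks, fewer by construction, with promoter shares of 45.1%, 54.2% and 41.9%. Overlaps were 95.04%, 79.1%, 40.0%, 57.4%, 41.2% and 71.4%. The Jaccard index was 31.8% between the replicates and 33.2% between Msx2-WT and replicate 2. The order of the main setting, in which the replicates had the highest index, was thus not kept. Unequal list lengths limit this index, so its order does not show which libraries were most alike. Regions in both Msx2-KO libraries alone numbered 1562, and those in Msx2-WT alone 4862. Gene lists lost peaks: in replicate 1 to 0% of epidermal, 12.5% of stem cell and 20% of TGF-beta genes, and in replicate 2 to 60% of TGF-beta and 75% of Wnt genes. Tgfbr1 kept 2, 2 and 3 peaks, since the intron 1 peak was lost in replicate 1. That count lay within 1.5 times, but the peak then was in only 1 Msx2-KO library.

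With equal list length, promoter shares were 44.8% in Msx2-WT and 45.7% in replicate 2. Overlaps were 71.6%, 58.4%, 73.9%, 64.0%, 61.7% and 65.6%. The Jaccard index was 44.9% between the replicates and 34.8% between Msx2-WT and replicate 2. Rank correlations were 0.53, 0.45 and 0.53, so the replicates were no closer to each other than Msx2-WT and replicate 2. Regions in Msx2-WT alone numbered 4940, and promoters in both Msx2-KO libraries alone 846. In replicate 2, adhesion, TGF-beta and Wnt lists had peaks at 28.6%, 50% and 75% of genes, and the Tgfbr1 intron 1 peak was lost, leaving 2 peaks.

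With 50% reciprocal overlap, overlaps were 73.8%, 56.9%, 36.9%, 36.5%, 35.3% and 45.3%, and 14115 regions were in Msx2-WT alone. With summits within 100 bases, overlaps were 61.0%, 50.4%, 30.5%, 38.3%, 31.3% and 47.5%. Both rules ask for more than a shared base. Ranks by −log10 p gave a rho of 0.71, 0.51 and 0.59. A promoter window of 500 bases gave shares of 30.1%, 37.5% and 27.3%, and one of 3000 bases gave 37.0%, 42.8% and 33.5%, with 100% of stem cell genes in replicate 2, as the window alone would move them. Placing peaks by any overlap gave a promoter share of 30.5% in replicate 2.

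With every deposited peak, the lists held 99112, 35388 and 78739 peaks, with promoter shares of 14.9%, 27.2% and 18.5%. Overlaps were 69.1%, 58.4%, 30.8%, 41.0%, 21.6% and 34.1%, and Jaccard indices 25.9%, 20.1% and 21.1%. Regions in Msx2-WT alone numbered 63942, and promoters in Msx2-WT alone 1175. In Msx2-WT, 80.0% of epidermal, 100% of stem cell and 91.7% of Wnt genes had a peak, and in replicate 2 it was 100% of stem cell genes. These lists hold more weak peaks, most of all in the deepest library.

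Thinned to the shallowest depth, Msx2-WT had 13082 peaks, and promoter shares were 45.8% in Msx2-WT and 36.9% in replicate 2. Overlaps were 80.2%, 42.8%, 56.6%, 35.2%, 61.0% and 71.1%, and Jaccard indices 39.5%, 27.1% and 22.8%. Regions in both Msx2-KO libraries alone numbered 7276, and those in Msx2-WT alone 3341, so the order of the 2 counts turned over. Regions in Msx2-WT and replicate 2 alone numbered 1702, fewer than the 7276, the opposite of the main setting. Promoters in both Msx2-KO libraries alone numbered 2386. In Msx2-WT, peaks were left at 14.3% of adhesion, 25.0% of stem cell and 30.0% of TGF-beta genes, and in replicate 2 at 70.0% of TGF-beta and 75% of Wnt genes.

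Across the 2 settings that each left out a Msx2-KO library, regions in Msx2-KO and not in Msx2-WT ranged from 5082 to 17031, regions in Msx2-WT alone from 9275 to 16079, promoters in Msx2-KO and not in Msx2-WT from 559 to 1926, and promoters in Msx2-WT alone from 492 to 2569. Each then rests on 1 library per genotype and carries no test. Replicate 1, the shortest list in the main setting, limits every count that asks for a peak in both Msx2-KO libraries. Depth alone was not shown to be the cause, since thinned to the same background replicate 1 had 18512 peaks and replicate 2 had 26150.

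Under the alternatives fixed beforehand, 67 main results moved and 92 stayed within their limits, while 16 further ones moved and 24 stayed. Under the added alternatives, 41 main results moved and 33 stayed, while 12 further ones moved and 8 stayed. The intervals of the gene lists were wide, so staying within them says little.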

Other observations

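The tests of tag density, of G+C content, of Tgfbr1 promoter tags, of expected Msx2-KO replicate 2 tags and of the site TAATTA were chosen only after the results were seen. The remaining tests were written down before they were run, but after the peak numbers per chromosome, and for TAATTG after a scan of the genome in bins, had been seen. The numerical limits by which the tests were read were set along with the code. For the tests of peaks listed below the threshold, of the Tgfbr1 promoter, of the X share of regions in both Msx2-KO libraries and of depth for regions in Msx2-WT alone, the way of reading the value was changed after it was seen, in each case from a decided to an undecided outcome.

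The Msx2-WT list had fewer X and more Y peaks than either Msx2-KO list. A sex difference between the mice may account for this. Some autosomes, such as chromosome 11, also parted Msx2-WT from both Msx2-KO libraries in their share of peaks, so the X share alone does not point to sex. Of 4 single-copy Y genes (Ddx3y, Uty, Kdm5d and Eif2s3y), 2 had a promoter peak in Msx2-WT, namely Ddx3y with 16 tags and Eif2s3y with 12, and none was listed in either Msx2-KO library at any q-value. Uty and Kdm5d had no peak in Msx2-WT. Over the first 4 Mb of chromosome Y, which holds these genes, the full deposited lists had 33 peaks in Msx2-WT, 0 in Msx2-KO replicate 1 and 0 in Msx2-KO replicate 2. The prediction was met only in part: it named all 4 genes and Xist, and no library had a peak within 1500 bases of the Xist start site. Msx2-KO replicate 2 had a summit at 103481670, 1584 bases into the gene, with 7 tags, and another at 103469068 with 6 tags. Msx2-KO replicate 1 had 4 tags at 103479371, below the threshold. No Msx2-WT peak was listed in Xist. Depth is argued against, because thinning Msx2-WT to the shallowest depth gave an X share of 1.40%, still below the 2.70% and 2.44% of the Msx2-KO libraries. If the Msx2-WT cells came from males and the Msx2-KO cells from females, sex would be split in the same way as genotype and batch.

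Of the 8905 regions in Msx2-WT alone, 22.0% stayed in the Msx2-WT list thinned to the background of Msx2-KO replicate 1, compared with 41.9% of all Msx2-WT regions. Thinning also carries over the lower tag density of Msx2-WT, and the regions must be absent from the deeper Msx2-KO replicate 2 as well, so this value does not show that depth is their cause. Without Msx2-KO replicate 1 the count was 9275, but leaving out a library can only keep or raise this count, so it does not test depth. At the backgrounds alone, 65.7% of the 8896 regions in Msx2-WT alone with tag numbers would be expected under 6 tags in Msx2-KO replicate 2, the lowest number past the threshold there (median 5.46 tags). Scaled by the ratio of Msx2-WT to Msx2-KO replicate 2 at shared regions, the median was 12.6 tags. The share was then 0%, but this was fixed by the limits, since Msx2-WT summits past the threshold had at least 9 tags. That ratio also comes from regions with a peak in every library. The expected tags depend on the density assumed, so depth cannot be told apart from other causes here. No clear excess was seen in a flanking interval of another strain around Msx2, since these regions were 1.05 times as frequent within 10 Mb of the gene as on other autosomes. That window held 100 of the set, so it could not have accounted for most of it in any case. Genotype, strain elsewhere in the genome, sex, batch and cell composition also stay open and were not tested apart.

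Several explanations were weighed for the 3644 regions in both Msx2-KO libraries and not in Msx2-WT. Of these regions 3.87% were on X, compared with 2.29% of all regions and 0.898% of those in Msx2-WT alone. The X chromosome itself thus holds few of them, but the share says nothing of sex effects on autosomes, and sex, if split as above, cannot be told apart from genotype here. A flanking strain interval is also argued against, since they were 0.659 times as frequent within 10 Mb of Msx2 as on other autosomes. A Msx2-WT peak listed below the threshold, at any q-value, was found for 51.2% of them (95% Wilson interval 49.6 to 52.8) and none for the other 48.8%. Such a peak can lie far below the threshold, as at the Cabcoco1 promoter, with a −log10 q of 0.462 in Msx2-WT. The interval includes an even split, so whether most of the regions are threshold losses cannot be told apart from the opposite. Read against a limit of 50% alone, as first written, the value would have counted as most. The same share with another library left out was 34.8% for Msx2-KO replicate 1 and 58.2% for Msx2-KO replicate 2. The tag density over background in Msx2-WT was lower, with a median log2 ratio to the mean of the Msx2-KO libraries of -1.08 at shared promoters, and this may account for part of the set. Scaled by the ratio at shared regions, the median region of the set would be expected at 12.3 tags in Msx2-WT, and 14.8% would be expected under 9 tags, the lowest number past the threshold there. The ratio comes from regions with a Msx2-WT peak and is therefore an upper estimate.

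A bias toward G+C-rich DNA in Msx2-WT is a candidate explanation outside promoters. There, the median G+C content was 45.5% for regions in both Msx2-KO libraries alone and 47.9% for those in Msx2-WT alone, and the ratio of Msx2-WT to Msx2-KO tags at shared regions rose with G+C content (Spearman's rho 0.26 across 6225 regions), whereas the ratio between the Msx2-KO replicates did not (rho -0.04). At shared promoters the relation went the other way (rho -0.12 across 6845 promoters), which argues against such a bias as the cause there.

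The hypothesis that sites bound by MSX2 are released in its absence was tested with the homeodomain site TAATTG, counted within 100 bases of summits outside promoters. It was present at 13.8% of 3119 regions in both Msx2-KO libraries alone (95% Wilson interval 12.7 to 15.1), 4.57% of 8274 regions in Msx2-WT alone (4.14 to 5.04) and 9.15% of regions in all 3 libraries. The ratio of the first share to the second was 3.02, above all other orders of the same letters (percentile 98.3 of 60, median ratio 1.52). This rank holds only against regions in Msx2-WT alone, where TAATTG was rarer than in regions in all 3 libraries. Set against regions in all 3 libraries, some other orders rose more in proportion than TAATTG and others less. GTATTA, as 1 example, was at 5.80% of regions in both Msx2-KO libraries alone and 3.27% of those in all 3. Base composition therefore stays open. The excess was not particular to this site. In all, 17 strings were looked at, 15 of them distinct on both strands, before those named here were picked, and 9 of the 15 had a ratio above 1. TAATTA, which many homeodomain proteins bind, gave a ratio of 4.33 (median 2.05 over the 20 orders of its letters), and CTAATTA gave 5.45, the highest of the 15, so another homeodomain protein or a different mix of cells may account for the excess as well. The site TGACTCA, bound by AP-1, went the other way and was present at 8.50% of regions in both Msx2-KO libraries alone and 12.2% of those in Msx2-WT alone. It was also in 15.8% of regions in Msx2-WT and Msx2-KO replicate 2 alone. TGACTCA was not the strongest in this direction. TATATG had the lowest ratio of the 15, at 0.411, with 4.26% of regions in both Msx2-KO libraries alone and 10.4% of those in Msx2-WT alone. Regions in all 3 libraries carried TATATG at 3.13%, so the regions in Msx2-WT alone differ from shared regions in sequence as well. Regions in Msx2-KO replicate 2 alone carried TAATTG at 11.2% and those in Msx2-KO replicate 1 alone at 7.70%. The Tgfbr1 intron 1 peak holds 1 TAATTG site in the bases that both Msx2-KO peaks share, outside the 61 bases given above. Those shared bases number 368, more than the 201 counted per summit for the shares, and no chance level was computed. The site is therefore no evidence that MSX2 binds there. Genotype, strain, sex and batch remain open for this pattern, which rests on 1 Msx2-WT library.

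The Tgfbr1 promoter stood low in Msx2-WT. By the deposited fold over the local background it was 5.66 in Msx2-WT and 10.6 and 9.59 in Msx2-KO replicates 1 and 2. The gap was larger over the background of the library. Its log2 ratio of tags over that background in Msx2-WT to the mean of the Msx2-KO libraries was -2.76. Among all 6845 shared promoters, 18 had a lower ratio. Of 1123 shared promoters with a Msx2-KO level within 1.5 times of its own, 0.356% (4 promoters) had a lower ratio, and their median was -1.41, so the lower tag density of Msx2-WT gave an expected 56.2 tags where 22 were seen. Among 180 of them with a like G+C content, 1 promoter (0.556%) had a lower ratio. The spread of these promoters already includes counting error. Read by these shares alone, as first written, the lower density would be argued against as the whole cause. The study chose this locus on these libraries, however, and a gene picked for its difference lies in the tail of such a spread in any case, so the lower density and a change at this promoter cannot be told apart. For the intron 1 peak, the mean Msx2-KO level scaled by the ratio at other shared regions gave an expected 9.17 tags in Msx2-WT. At the commonest Msx2-WT background 5 tags are enough to be listed. The local Msx2-WT background at this peak was not measured, so the number needed there is not known.

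The 506 promoters in both Msx2-KO libraries and not in Msx2-WT were frequent in a stretch of 4 Mb of chromosome 2 that holds 2210418O10Rik and Gm14308, where they made up 9 of 54 protein-coding genes (16.7%), compared with 2.31% of all protein-coding genes. The window was chosen after its values were seen, and no explanation was tested.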
